# PIWI Proteins Are Dispensable for Mouse Somatic Development and Reprogramming of Fibroblasts into Pluripotent Stem Cells

**DOI:** 10.1371/journal.pone.0097821

**Published:** 2014-09-19

**Authors:** Ee-Chun Cheng, Dongwan Kang, Zhong Wang, Haifan Lin

## Abstract

PIWI proteins play essential and conserved roles in germline development, including germline stem cell maintenance and meiosis. Because germline regulators such as OCT4, NANOG, and SOX2 are known to be potent factors that reprogram differentiated somatic cells into induced pluripotent stem cells (iPSCs), we investigated whether the PIWI protein family is involved in iPSC production. We find that all three mouse *Piwi* genes, *Miwi, Mili*, and *Miwi2*, are expressed in embryonic stem cells (ESCs) at higher levels than in fibroblasts, with *Mili* being the highest. However, mice lacking all three *Piwi* genes are viable and female fertile, and are only male sterile. Furthermore, embryonic fibroblasts derived from *Miwi/Mili/Miwi2* triple knockout embryos can be efficiently reprogrammed into iPS cells. These iPS cells expressed pluripotency markers and were capable of differentiating into all three germ layers in teratoma assays. Genome-wide expression profiling reveals that the triple knockout iPS cells are very similar to littermate control iPS cells. These results indicate that PIWI proteins are dispensable for direct reprogramming of mouse fibroblasts.

## Introduction

The germ cell is the totipotent cell type capable of generating an entirely new organism. Its extraordinary potential begins from the time of primordial germ cell (PGC) formation, with stage-dependent transcriptional reactivation of the pluripotency-associated gene network, followed by stepwise activation of PGC-specific genes [1]–[3]. Recent studies have shown that germ cell factors contribute to naive pluripotency in ESCs partly through the repression of differentiation and/or the integration into the core transcriptional regulatory network [4]–[6]. Multiple germline factors that function in PGC and/or spermatogonia, such as OCT4, SOX2, LIN28, PRDM14, and NANOG, are potent mediators of somatic cell reprogramming [4], [7]–[17]. In addition, *ex vivo* PGCs are able to give rise to pluripotent stem cells directly [18], [19]. All these observations have led to a notion that reprogramming of somatic cells to a ground state of pluripotency might entail a transition through a PGC-like state [20], [21], and that germ cell determinants may facilitate successful and efficient reprogramming of somatic cells into pluripotent stem cells.

We first discovered Piwi (*P*-element *i*nduced *wi*mpy testis) to be a critical factor in *Drosophila* germline stem cell self-renewal [22], [23]. In addition, the *Drosophila* Piwi protein is essential for the establishment of PGCs; depleting *piwi* leads to failure in PGC formation, while elevating *piwi* dose increases the number of PGCs [24]–[26]. Increasing evidence indicates that the PIWI protein family critically influences germline development from germline determination and stem cell maintenance to spermatogenesis across animal phylogeny [27], [28].

There are three PIWI proteins in mice, MIWI, MILI, and MIWI2, with individual mutants displaying unique defects during spermatogenesis. MIWI is expressed in male germ cells from the meiotic spermatocyte stage through the elongating spermatid stage and the mutant arrests at the round spermatid stage [29]. MILI is expressed from embryonic day 12.5 to the round spermatid stage [30]. Germline stem cells lacking MILI fail to self-renew or differentiate [30]. Occasionally, spermatogenic cells can escape the differentiation block but become arrested at the early pachytene stage of spermatogenesis [31]. MIWI2 is expressed in the embryonic and neonatal but not the adult testis. However, the terminal mutant phenotype of MIWI2 is observed much later during meiosis, with arrested leptotene spermatocytes and massive apoptosis of spermatogonia [32]. MIWI2 is a nuclear protein that may function epigenetically to set up a chromatin state in embryonic germ cells that is required for successful spermatogenesis in the adult [33].

Given the pivotal roles of PIWI family proteins in the germline, we investigated whether they can promote the generation and maintenance of iPSCs. Using mouse embryonic fibroblasts (MEFs) that are depleted for all murine PIWI family proteins, we showed that iPSC reprogramming can be achieved in the absence of all three PIWI proteins. The resulting cells exhibited pluripotent gene expression, were capable of differentiating into the three germ layers in teratoma assays, and had transcriptomes similar to those induced from littermate control cells containing wild type alleles of all three *Piwi* genes.

## Results

### *Piwi* genes are expressed in embryonic stem cells

We first examined the gene expression patterns of *Miwi, Mili*, and *Miwi2* in mouse cells (Figure 1A), and *HIWI, HILI*, and *HIWI2* in human cells (Figure 1B). Quantitative RT-PCR analysis demonstrated that all of the *piwi* genes are expressed in ESCs with the exception of *HIWI*, which is almost undetectable. In contrast, the expression of all the genes in somatic cells is very low. The expression patterns of *piwi* family members are similar between mice and humans. Among the three *piwi* homologs, *piwil2* (*Mili* in mouse and *HILI* in human) transcripts were expressed at the highest level in ESCs. This indicates that *piwi* genes might be important for embryonic development.

**Figure 1:**
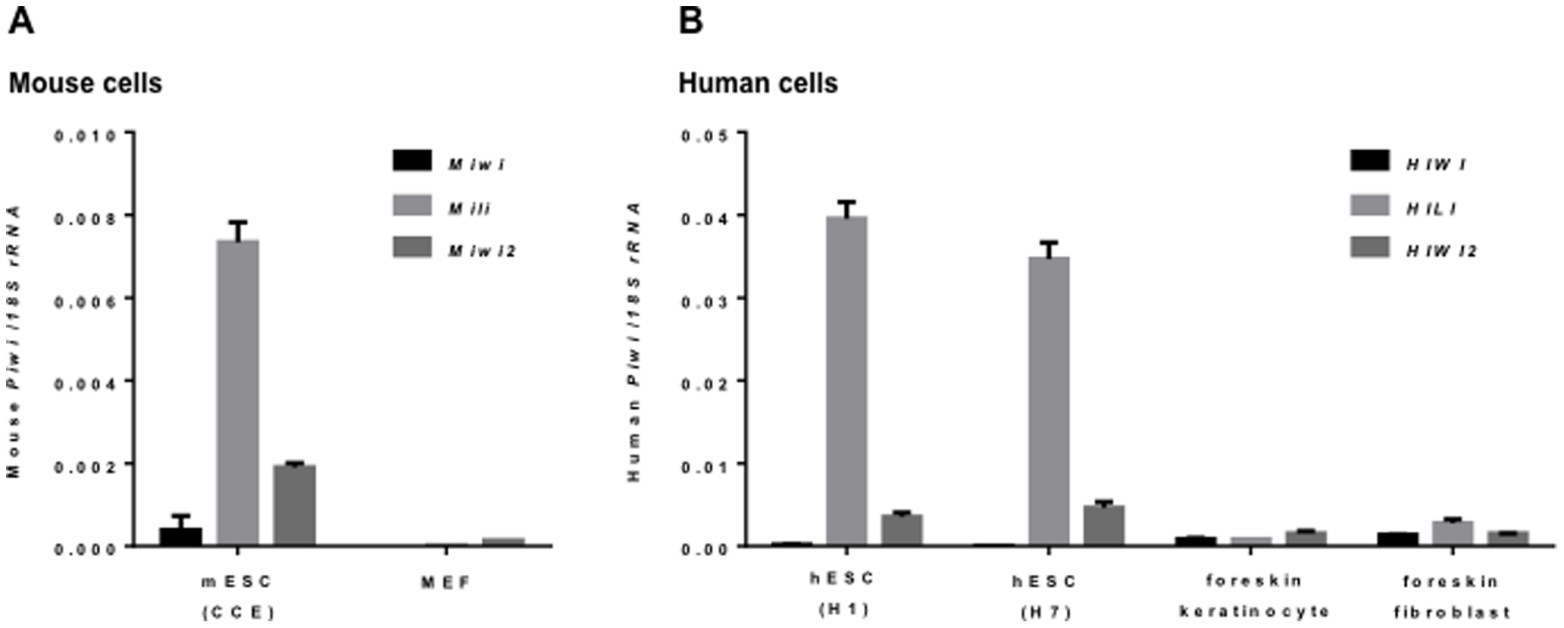
Expression of *Piwi* transcripts. qRT-PCR comparison of *piwi* expression in mouse cells (A) and human cells (B). RNA was isolated from mouse ESCs (CCE) and embryonic fibroblasts (MEF) and human ESCs (H1 and H7), human foreskin keratinocytes, human foreskin fibroblasts. The ratios of individual *piwi* genes/eukaryotic 18S rRNA are shown for both panels.

### Mice lacking all mouse PIWI proteins are viable

To test the role of PIWI proteins in somatic development, we generated *Miwi*(-/-), *Mili*(-/-), and *Miwi2*(-/-) triple-knockout (TKO) mice (Materials and Methods) because individual *piwi* mutants are completely viable [29], [31], [32]. The *Miwi* mutant was generated by replacing almost the entire open reading frame (ORF) for MIWI with GFP, resulting in a fusion protein that contains only the first nine amino acid residues of MIWI fused to GFP via a PPRQ linker [29]. Thus, the *Miwi* mutant is a functionally null allele. In the *Miwi2* mutant, multiple in-frame stop codons were inserted, producing a protein-null allele [32]. The *Mili* mutant allele has exons 2 to 5 deleted, which corresponds to the first 209 amino acid resides of the MILI protein [31]. No MILI protein was detected by western blotting using an antibody against the conserved PAZ domain (386-494 amino acid residues), which is located downstream of the deletion [34]. This indicates that the *Mili* mutant used in this study is also protein-null. Thus, the triple mutant we generated completely has lost the function of all three *Piwi* genes in mice.

Despite this, the triple mutant females were all fertile up to 8 months and generated viable offspring (*n* = 12). This demonstrates that the PIWI-piRNA pathway is dispensable for both viability and fertility in female mice, which is in contrast to the requirement of the pathway in *Drosophila* for viability and female fertility [35]. We therefore bred TKO female mice to triple heterozygous males to generate TKO embryos and live mice. The offspring of these crosses (*n* = 120) displayed normal Mendelian frequencies (TKO expected frequency of 12.5% matched the observed frequency of 15.8%), suggesting that PIWI is not required for embryonic development or postnatal survival (Table 1). In addition, both male and female TKO mice were viable up to 10 months of age (*n* = 19), the longest time that we have tested, and appeared to be indistinguishable from heterozygous littermates, despite the defects in male germline development (data not shown). These results suggest that PIWI proteins are dispensable for normal mouse development and survival.

**Table 1:** Genotypes of 120 offspring at age 10 months from male triple heterozygous–female triple knockout mating.

Cross (male X female)	Offspring genotype (*Miwi, Mili, Miwi2*)							
Triple Het x TKO	+/−, +/−, +/−	−/−, +/−, +/−	+/−, −/−, +/−	+/−, +/−, −/−	−/−, −/−, +/−	+/−, −/−, −/−	−/−, +/−, −/−	−/−, −/−,−/−
**Observed number**	8	13	23	14	13	19	11	19
**Observed rate (%)**	6.7	10.8	19.2	11.7	10.8	15.8	9.2	15.8
**Expected rate (%)**	12.5	12.5	12.5	12.5	12.5	12.5	12.5	12.5

### PIWI is dispensable for generating iPS Cells

To assess whether PIWI proteins play a role in reprogramming differentiated somatic cells to induced pluripotent stem cells, we performed reprogramming experiments in Oct4-GFP mouse embryonic fibroblasts (MEFs) [36] that were derived from TKO embryos. We transduced the MEFs with retroviruses encoding OCT4, SOX2, KLF4, and c-MYC [7]. We also included the HDAC inhibitor VPA in some of these experiments, as this has been shown to enhance iPSC reprogramming efficiency [37]. We observed colonies approximately one week after virus transduction. Oct4-GFP+ colonies appeared at day 10.

To determine the reprogramming efficiency without bias, we first defined the time point when the number of manually counted GFP+ colonies correlates with the percentage GFP+ cells as determined by fluorescence-activated cell sorting (FACS) analysis. We found that at day 12 post retroviral infection, the number of GFP+ colonies correlated well with the FACS quantification of % GFP (R^2^ = 0.9523) (Figure 2A). Therefore, we tested the reprogramming efficiency at day 12 for all subsequent experiments. Reprogramming efficiencies were determined by FACS for expression of Oct4-GFP and SSEA1 staining, with Oct4-GFP+/SSEA1+ cells being indicative of fully reprogrammed cells. By contrast, Oct4-GFP-/SSEA1+ cells represent an intermediate step of reprogramming [36] (Figure 2B). We found that both fully and intermediately reprogramming efficiencies were not discernible between TKO MEFs and control (Ctrl) MEFs (Figure 2C and 2D). VPA, which is believed to act at the epigenetic level, increased the reprogramming efficiency by ten-fold in both TKO and Ctrl MEFs, indicating that PIWI proteins are not required for VPA enhancement of reprogramming efficiency.

**Figure 2:**
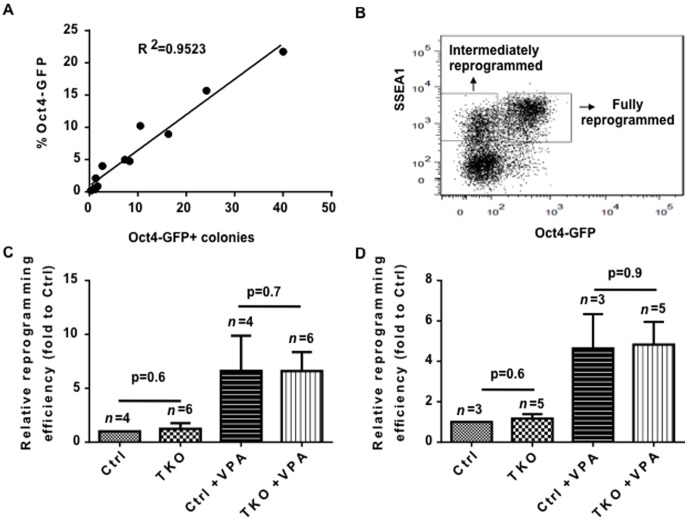
Reprogramming efficiency in PIWI-deficient MEFs is not compromised. (A) Correlation between GFP+ colony number and percentage 12 days post transduction. Each dot represents a single well of the reprogramming experiments. (B) Representative FACS plot for SSEA1/Oct4-GFP at 12 days post-viral transduction. (C, D) Relative reprogramming efficiencies are shown, with the fold changes indicated. (C) Fully reprogrammed efficiency, assessed by the percentage of SSEA1+Oct4-GFP+ cells; (D) Intermediately reprogrammed efficiency, assessed by percentage of SSEA1+Oct4-GFP- cells; Student's t-test (two-tailed) is used for statistics. Error bars, standard error. n = experiments with independent MEFs. Ctrl, wild type or heterozygous littermate controls; TKO, triple knockout of piwi.

Furthermore, PIWI-deficient iPSCs were expandable, and showed morphology and proliferation similar to control iPSCs (Figure 3A). These cells expressed the pluripotency-associated factors OCT4 and SOX2 at comparable levels to those in control iPSCs (Figure 3B-3D), and could be maintained in an undifferentiated state over 30 passages (Figure 3E). To further test that iPSCs can be maintained without the PIWI protein family, we performed competitive cell growth assays [38]. In these assays, either TKO or Ctrl iPSCs expressing Oct4-GFP were co-cultured with a mouse ES cell line, S1B6A, at a 1-to-1 ratio (counted as passage 0). We monitored over five passages to determine if TKO exhibited any growth advantages or disadvantages. We anticipated that if PIWI proteins did not affect iPSC self-renewal, the growing populations of % GFP+ iPSCs would remain the same as Ctrl cells. Indeed, supporting the results that TKO iPSCs express robust pluripotency markers, the percentage of GFP-positive cells in TKO and Ctrl cells were indiscernible over five passages (Figure 3F).

**Figure 3:**
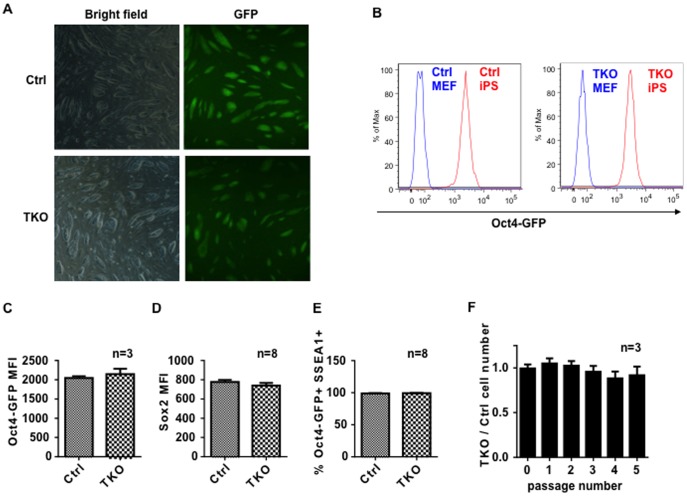
Piwi-deficiency does not affect reprogramming of MEFs. (A) iPS colonies exhibited typical ES cell morphology and expressed Oct4-GFP homogeneously. (B) Representative figure showing TKO iPS cells expressed comparable level of Oct4-GFP as Ctrl cells. (*n* = 20). Relative expression levels of (C) Oct4-GFP and (D) SOX2 proteins, as denoted by quantitative mean fluorescence intensity (MFI) shown by FACS analysis (*n* = 3 and 8, respectively). (E) Both TKO and Ctrl cells remained pluripotent and express Oct4-GFP^+^ SSEA1^+^ (>99%) over 30 passages. (F) A competition strategy was designed to determine if Piwi depletion compromises iPSC self-renewal. GFP+ cells (marked the iPSCs) were mixed in a 1-to-1 ratio with normal mouse ESCs (GFP-) cells, and cultured in the presence of LIF. With each passage the ratio of GFP/total cells was measured by FACS. The proportion of GFP+ cells with TKO were indiscernible from Ctrl cells over five passages (n = 3). Ctrl, wildtype or heterozygous littermate controls; TKO, triple knockout of piwi.

To assess their developmental potential, PIWI-deficient iPSCs were injected subcutaneously into SCID/Beige mice. The resulting teratomas displayed differentiated cells from all three germ layers (Figure 4). This observation is consistent with the finding that TKO knockout mice are able to develop normally into adulthood. Taken together, all of the above results indicate that reprogramming can occur equally efficiently in the absence of PIWI proteins.

**Figure 4:**
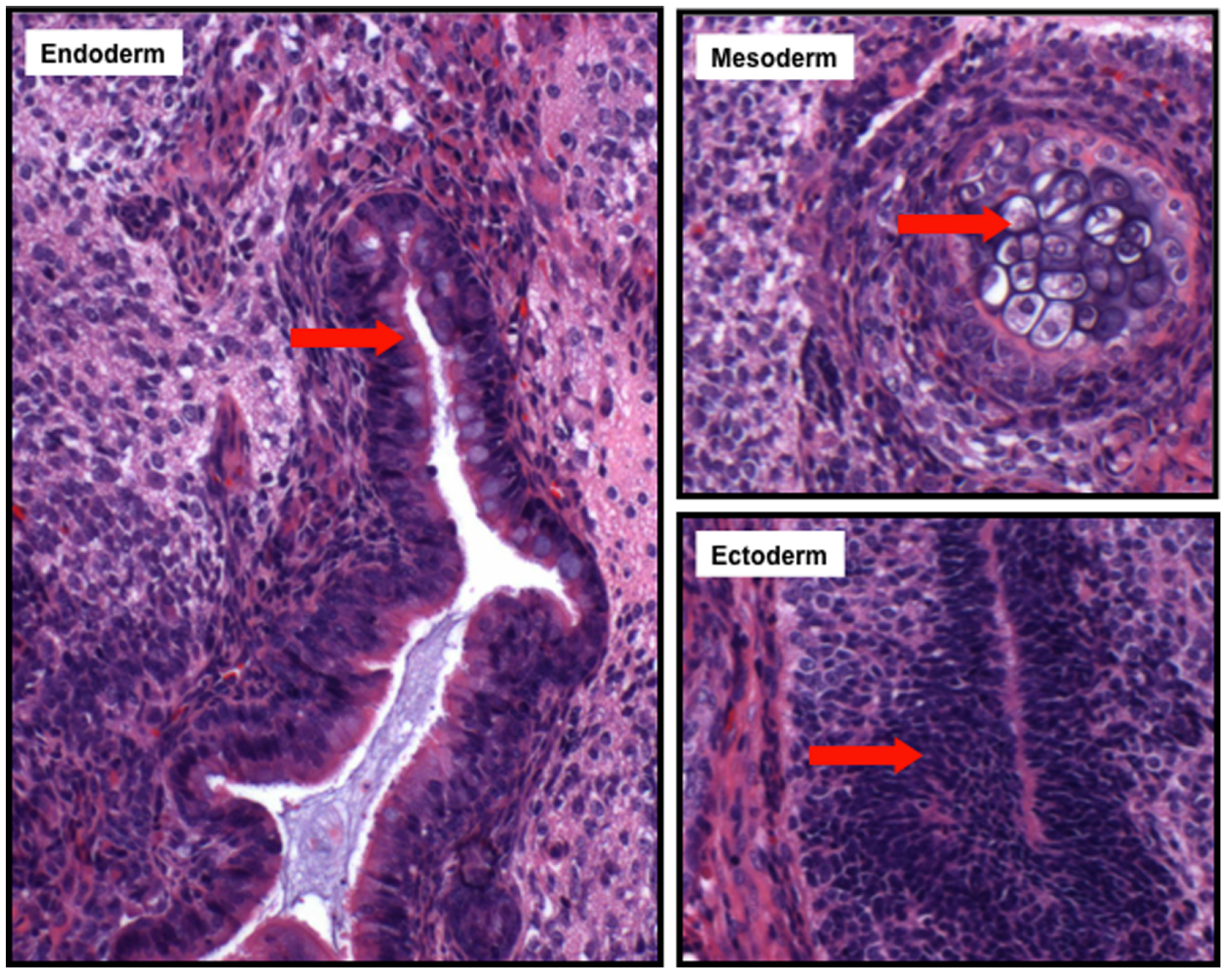
PIWI-deficient iPSCs form teratomas normally. Hematoxylin and eosin staining of teratoma sections showed differentiation of TKO iPS cells to tissues derived from all three germ layers, including the gut (endoderm), cartilage (mesoderm), and neural epithelium (ectoderm).

### Global gene expression of iPSCs is largely unaffected by *Piwi* mutations

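RNA from 8 individual iPSC clones was sequenced, 4 of them derived from MEFs lacking functional *Miwi*, *Mili* and *Miwi2* (triple knockout, TKO) and 4 from control (Ctrl) MEFs, which the paper's methods describe as triple heterozygous and its legends as wild type or heterozygous littermates. The MEFs had been reprogrammed with retroviruses carrying OCT4, SOX2, KLF4 and c-MYC. The Ctrl clones are numbered 33, 34, 41 and 43 and the TKO clones 35, 37, 47 and 48, so each genotype has 2 clones numbered in the thirties and 2 in the forties. These sets are called clone series here, because the labels do not say what the numbers stand for. The libraries were made with the Illumina TruSeq RNA kit and read single-end. The authors mapped the reads with BWA to mouse transcript sequences (mm9) and deposited a whole-number read count for each of 27052 RefSeq records, neither scaled nor filtered. How reads that match several records were assigned is not stated in the paper's text, so counts of genes with near-identical copies are uncertain. Total counts ran from 8983203 to 24688324 per Ctrl library (median 20604792) and from 24593995 to 52457455 per TKO library (median 36917819), with the highest totals in TKO 35 and TKO 37. Records with at least 5 reads in at least 4 of the 8 libraries were kept, which left 16235 records of 14830 gene symbols. Counts were scaled by the median-ratio method of DESeq, TKO and Ctrl were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Expression is given as the mean normalized count ± SD over the 4 clones of a genotype, and a change as log2(TKO/Ctrl) with its standard error. On simulated counts the test called 44 of 67 records changed 2.5-fold and 2 of 67 changed 1.5-fold, with 7 false calls among 16035 unchanged records. The labels do not say which embryo each clone came from, and the test takes the 8 clones as independent.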

Next we investigated whether PIWI proteins are involved in regulating the gene expression of iPSCs by RNA-seq analysis of the transcriptomes of PIWI-deficient iPSCs (Figure 5 A–D). 

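MIWI, MILI and MIWI2 are the PIWI proteins of the mouse, Argonaute-family proteins that bind piRNAs. In Ctrl iPSCs the normalized count of *Mili* (Piwil2) was 895 ± 110.3 (SD, n = 4 clones), that of *Miwi2* (Piwil4) was 594 ± 131 (SD, n = 4), and that of *Miwi* (Piwil1) was 14.9 ± 9.39 (SD, n = 4). *Miwi* ranged from 8.13 to 11.4 in Ctrl 33, 41 and 43 and was 28.8 in Ctrl 34, and these values rest on 3 to 20 reads per library. In mm9 the *Miwi* record (NM_021311) lies on chromosome 5 from 129242121 to 129261349, the *Mili* record (NM_021308) on chromosome 14 from 70772287 to 70828901 and the *Miwi2* record (NM_177905) on chromosome 9 from 14500674 to 14545177.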

After normalization, the average counts of *Miwi, Mili*, and *Miwi2* in Ctrl iPSCs are 15, 895, and 594, respectively. This is consistent with our qRT-PCR expression pattern data, with *Mili* being the highest among the *piwi* family members in pluripotent cells. 

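*Mili* had the higher normalized count in 3 of the 4 Ctrl clones and *Miwi2* in 1. The clones of the forties series had 1028 and 905 counts of *Mili* against 487 and 499 of *Miwi2*, and those of the thirties series had 758 and 888 against 769 and 621. The mean difference was 301 ± 236 counts (SD, n = 4 clones). *Miwi* was the lowest of the genes in each Ctrl clone. A longer transcript yields more reads per molecule, and the *Mili* record is 4913 bases long while that of *Miwi2* is 2637 bases. Per kilobase, Ctrl iPSCs had 182 ± 22.5 counts of *Mili*, 225 ± 49.9 of *Miwi2* and 3.78 ± 2.38 of *Miwi* (SD, n = 4), and *Mili* exceeded *Miwi2* in 1 of 4 clones (mean difference -43.1 ± 70.8, SD, n = 4).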

Direct comparison between TKO and Ctrl lines showed 90 differentially expressed genes (false discovery rate (FDR)-adjusted p-value<0.05 with >2.5 fold change in expression) (Table 2). Among these, 34 transcripts were up-regulated in TKO iPSCs, whereas 56 transcripts were down-regulated. 

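Few transcripts separated the TKO from the Ctrl clones in edgeR's quasi-likelihood test. Of 16235 records, 39 had an adjusted p under 0.05, 14 higher and 25 lower in TKO iPSCs, and 27 of them also differed by at least 2.5-fold, 8 higher and 19 lower. At an unadjusted p under 0.05 there were 2405 records. The fitted change was within 1.5-fold for 13647 records (84.1%). All 27 records are in Table 2, and each of the 90 records of Table 2 had the direction given there, 81 of them with no overlap between the 4 Ctrl and the 4 TKO clones. Table 2 was drawn from the same libraries, so this is not independent evidence. Over all records 1352 (8.33%) had no overlap, where chance gives 2.86% if all arrangements of the 8 clones are equally likely. That chance share takes no account of the clone series. With the clone series as a term in the model, 926 records had an adjusted p under 0.05 (422 higher, 504 lower) and 145 also differed by at least 2.5-fold (54 higher, 91 lower), of which 82 are in Table 2. When 1 clone was left out, the count of 926 ran from 93 (without TKO 37) to 1640 (without TKO 48). Between 2 TKO and 2 Ctrl clones of the thirties series, fitted alone, 397 records passed both thresholds, and between those of the forties series 50. The count of 27 became 16 without Ctrl 41, 16 without Ctrl 43, 15 without TKO 35, 14 without TKO 37, 16 without TKO 47 and 48 without TKO 48.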

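Among the records past both thresholds the largest rise was in Eno1b, a retrotransposed copy of the enolase gene Eno1, from 525 ± 108 in Ctrl to 6222 ± 676 normalized counts in TKO iPSCs (SD, n = 4 clones each), a log2 fold change of 3.57 (standard error 0.17, adjusted p = 1.15e-05). St8sia1, which encodes a sialyltransferase of ganglioside synthesis, rose from 207 ± 83.0 to 1067 ± 146 (log2 fold change 2.34, adjusted p = 0.00666). Smaller rises were found for Plac9a (1.77, adjusted p = 0.0317), the mitophagy gene Bnip3 (1.57, adjusted p = 0.0155), the cytochrome P450 gene Cyp2s1 (1.54, adjusted p = 0.0155), Phyhip (1.49, adjusted p = 0.0172) and the oligodendrocyte-lineage gene Olig1 (1.47, adjusted p = 0.0455). Phyhip lies 28.4 kb from *Mili*. The deepest fall was in Gm12191, from 1252 ± 123 to 8.77 ± 2.28 (log2 fold change -7.19, standard error 0.20, adjusted p = 1.48e-07). Aass, which encodes an enzyme of lysine degradation, fell from 594 ± 176 to 35.5 ± 4.43 (-4.06, adjusted p = 8.48e-05), and Gc, the gene of vitamin D-binding protein, from 31.5 ± 8.21 to 2.14 ± 0.882 (-3.85, adjusted p = 0.00286). The noncoding records Gm5779, NR_033599 and AI662270 fell with log2 fold changes of -3.57, -3.40 and -3.16 (adjusted p from 8.48e-05 to 0.000106). Fam25c (-2.30, adjusted p = 0.0106), Npm2 (-2.45, adjusted p = 0.0236), which encodes an oocyte nucleoplasmin and lies 218 kb from *Mili*, Dcstamp (-2.70, adjusted p = 0.0431) and the pseudogene Rps15a-ps4 (-2.22, adjusted p = 0.00296) were also lower. Each of these genes kept its direction within the thirties and within the forties series. The calls of Plac9a, Bnip3, Cyp2s1, Phyhip, Olig1, Dcstamp and Npm2 were each lost without TKO 35, TKO 37 or TKO 47 and without at least 1 Ctrl clone, that of Dcstamp also without TKO 48 (highest adjusted p 0.190, for Olig1), and that of Fam25c without TKO 37 (adjusted p = 0.0506). Reads can be shared between near-identical sequences, and the parent genes did not pass the test, with log2 fold changes of -0.12 for Eno1 (adjusted p = 0.881) and 0.30 for Rps15a (adjusted p = 0.232). Eno1 had 5861 normalized counts in TKO 37, near the 5799 of Eno1b there, against 13993 to 19461 in the other TKO clones. Its mean was 15699 ± 2470 in Ctrl and 14460.5 ± 6211 in TKO iPSCs, so the sign of its change is not settled.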

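*Mili* (Piwil2) rose from 895 to 7669.8 ± 3009 normalized counts in TKO iPSCs (SD, n = 4 clones), a log2 fold change of 3.10 (standard error 0.29, adjusted p = 0.00165 from edgeR), and this call held without each library in turn. The change was 3.61 in the thirties and 2.45 in the forties series. *Miwi2* (Piwil4) had 2050.2 ± 914 counts in TKO iPSCs, a log2 fold change of 1.80 (standard error 0.33), with an adjusted p of 0.0693 that does not pass, and changes of 2.02 and 1.40 within the series. With the clone series in the model its adjusted p was 0.00315, within a range of 2.26e-05 to 0.266 over all alternatives. *Miwi* (Piwil1) had 3.13 ± 0.966 counts in TKO iPSCs, from 3 to 8 reads per library. Its log2 fold change of -2.22 (standard error 0.47) had an adjusted p of 0.116, or 0.0227 with the clone series in the model, within a range of 0.00786 to 0.397, and was -2.57 in the thirties and -1.99 in the forties series. For each of the 3 genes the 4 TKO clones did not overlap the 4 Ctrl clones (exact two-sided permutation test, p = 0.0286, the smallest that 4 clones against 4 allow). Adjusted over the 3 genes alone, *Mili* and *Miwi2* were higher and *Miwi* was lower. As a set they had an adjusted p of 3.93e-05 from camera with a preset correlation, and adjusted p = 0.0777 with an estimated correlation. Counts are given per whole record, so they do not show which exons the reads came from or whether a protein is made.

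**Figure D1:**
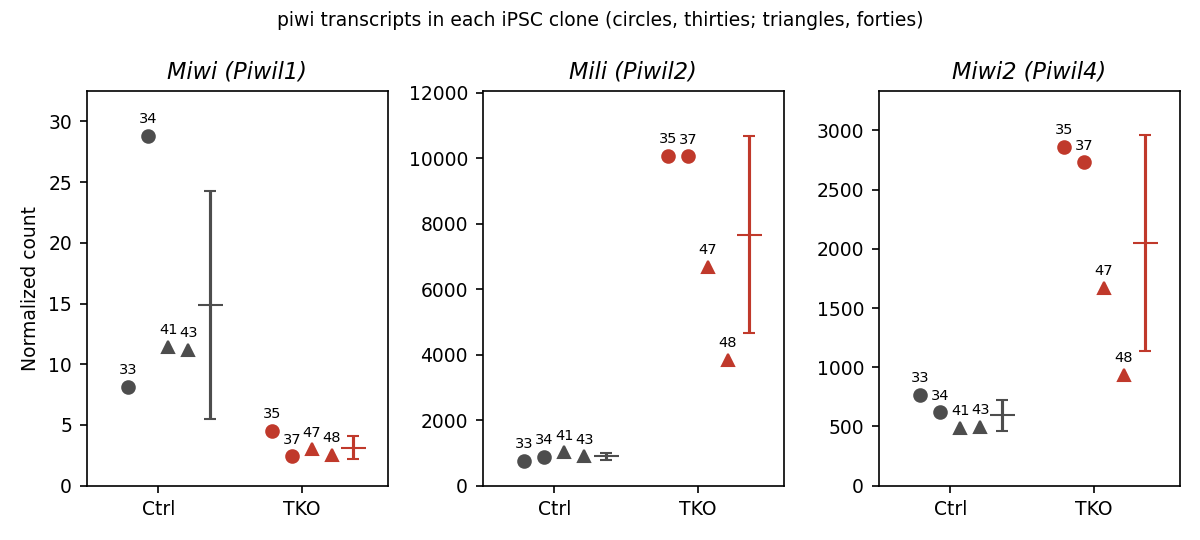
Normalized counts of *Miwi*, *Mili* and *Miwi2* in each of the 4 Ctrl and 4 TKO iPSC clones, with the mean and SD of each genotype. *Mili* lies between 3845 and 10084 counts in the TKO clones and between 758 and 1028 in the Ctrl clones.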

Note that there was an up-regulation of *Mili (Piwil2)* and *Miwi2 (Piwil4)* transcripts in TKO iPSCs, but these were non-functional truncated transcripts, as described above. However, known pathways that are important to mESC self-renewal, such as LIF–gp130–Stat3, BMP–TGF-β–Smad, MAPK–ERK, and WNT were not affected [39]–[42]. 

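Of 14 measured genes of the LIF–gp130–Stat3 pathway, which keeps mESCs self-renewing, 0 were higher and 0 lower in TKO iPSCs in edgeR's test (0 and 0 adjusted over the list alone), with a median log2 fold change of 0.04. At an unadjusted p under 0.05, 1 was higher and 1 lower, and DESeq2, edgeR's exact test and limma-voom called none. Its most expressed members, Tfcp2l1 (0.24, standard error 0.13, adjusted p = 0.406) and Pim1 (0.18, adjusted p = 0.636), did not pass. The 3 records of Stat3 had 5 to 17 reads per library, too few to show a difference. How reads that match several records were counted is not stated, so whether these counts are too low is not known. Of 39 BMP–TGF-β–Smad genes 0 were higher and 0 lower, and 1 was lower adjusted over the list alone, Inhba, which encodes an activin subunit (2 higher and 7 lower at an unadjusted p under 0.05, 1 and 4 by DESeq2, 0 and 1 by the exact test and none by limma-voom). Their median was -0.23, and the set test gave an adjusted p of 0.00804, lost at adjusted p = 0.395 with an estimated correlation. Tdgf1, a Nodal co-receptor, had a log2 fold change of 0.10 (adjusted p = 0.675). Lefty2, a Nodal inhibitor, had one of -0.88 (adjusted p = 0.450), which was -2.61 in the thirties and 0.03 in the forties series (interaction in edgeR, adjusted p = 0.0197). Of 31 MAPK–ERK genes 1 was lower, the growth factor gene Fgf2, and 0 were higher (also adjusted over the list alone), with a median of -0.06. Of 33 WNT genes 0 were higher and 0 lower (0 and 0 adjusted over the list alone, 1 and 2 at an unadjusted p under 0.05, none by the other tools), with a median of -0.12. Csnk1a1 had a log2 fold change of 0.18 (adjusted p = 0.503) and Apc one of -0.24 (adjusted p = 0.383). Within the thirties and the forties series the medians were -0.07 and 0.04 for LIF, -0.31 and -0.16 for BMP, 0.00 and -0.08 for MAPK, and 0.06 and -0.21 for WNT genes. With the clone series in the model Smad3 was higher and Bmpr1b, Inhba, Fst and Tgfbr1 were lower among the BMP genes (adjusted p from 0.00163 to 0.0477). In that model Fgf2 remained the MAPK gene called, and no LIF or WNT gene was called. The change also differed between the series for Osmr of the LIF list (-1.73 in the thirties, 0.06 in the forties). It did so for Lefty1 (-2.33, 0.18), Fos (1.10, -1.72) and Wnt5a (-2.23, -0.39), picked after their values were seen (interaction adjusted p from 0.0197 to 0.0221). Tfcp2l1 (0.49, adjusted p = 0.0276) and Csnk1a1 (0.43, adjusted p = 0.0227) passed within the thirties series, and neither did in the forties. In camera with a preset correlation the adjusted p was 0.751 for LIF, 0.242 for MAPK, which was 0.0351 without Ctrl 34, and 0.313 for WNT.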

The most well known factors for reprogramming, such as Oct3/4, Sox2, Klf4, Myc, Nanog, LIN28, and Glis1 [43], were also not affected by Piwi mutations. 

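Pou5f1, which encodes Oct3/4, was the factor with an adjusted p under 0.05, but its change was under the paper's 2.5-fold threshold. It had 26087 ± 2102 normalized counts in Ctrl and 17075 ± 1535 in TKO iPSCs (SD, n = 4 clones each). Its log2 fold change was -0.61 (standard error 0.10, adjusted p = 0.0380 from edgeR), with -0.79 in the thirties and -0.43 in the forties series and no overlap between the genotypes (exact two-sided permutation test, p = 0.0286). Sox2 (0.10, adjusted p = 0.741), Nanog (0.01, adjusted p = 0.987), Klf4 (0.29, adjusted p = 0.490) and Glis1 (-0.41, adjusted p = 0.557) did not pass. Lin28a, an RNA-binding protein gene of pluripotent cells, had a log2 fold change of -0.74 (standard error 0.41, adjusted p = 0.422), or -0.66 and an adjusted p of 0.0498 with the clone series in the model. The 4 Myc records are listed at 0 in all 8 libraries, and no value is given for Myc. Of the 6 factors measured, 1 was lower and 0 higher (also adjusted over the list alone), with a median of -0.20 and a camera adjusted p of 0.239. Among 29 genes of naive and core pluripotency, Pou5f1 was the 1 lower gene and 0 were higher (also adjusted over the list alone), with a median of -0.02, or -0.11 in the thirties and 0.06 in the forties series (camera, adjusted p = 0.792). In the model with the clone series 3 of them were lower, Pou5f1, Lin28a and Tdh (-0.44, adjusted p = 0.0378), the last named here after its values were seen, and 0 were higher. The call of Pou5f1 was kept without TKO 48 (adjusted p = 0.0219) and lost without any of the other clones (highest adjusted p 0.166). Reads of a retroviral Oct4, Sox2, Klf4 or c-Myc coding sequence cannot be told from those of the endogenous gene.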

For functional annotation, we performed gene ontology (GO) analysis of the differentially regulated genes in TKO iPSCs. 

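Among 7 genes named for these terms, Epas1, which encodes the hypoxia-inducible factor HIF-2α, fell from 994.7 ± 99.0 normalized counts in Ctrl to 352 ± 83.4 in TKO iPSCs (SD, n = 4 clones each), a log2 fold change of -1.50 (standard error 0.17, adjusted p = 0.00787 from edgeR). Fgf2 fell from 44.6 ± 11.6 to 11.5 ± 1.45 (-1.93, standard error 0.28, adjusted p = 0.0253). Inhba had 1460.2 ± 527 against 363 ± 159 counts (-2.02, adjusted p = 0.0687). The muscle gene Abra (-1.84, adjusted p = 0.0849), the neuronal activity gene Npas4 (-2.32, adjusted p = 0.0646) and Ghrh, the gene of growth hormone-releasing hormone (-2.99, adjusted p = 0.0715), were counted at low levels, with 33.8, 14.4 and 10.4 counts in Ctrl and 9.15, 2.93 and 1.21 in TKO iPSCs. So 2 of the 7 genes were lower and 0 higher over all records, and 6 were lower adjusted over the list alone. The study chose these genes on the same libraries, so the list is not independent evidence of its direction. The median was -1.93, or -2.0 in the thirties and -1.82 in the forties series, and the set test passed with a preset (adjusted p = 9.06e-17) and with an estimated correlation (adjusted p = 0.00141). With the clone series in the model Abra, Npas4, Inhba and Ghrh passed as well (adjusted p from 0.00163 to 0.0234). The call of Fgf2 was lost without any of Ctrl 33, 41 and 43 and TKO 35, 37 and 47 (highest adjusted p 0.124).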

Top GO terms for the down-regulated genes were most involved in biosynthetic and metabolic process (Abra, Npas4, Sorbs1, Inhba, Epas1, LOC100048537, Fgf2, Ghrh) (Table S1 in File S1). 

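Olig1, a transcription factor gene of the oligodendrocyte lineage, rose from 242 ± 91.8 to 663 ± 68.7 normalized counts and Bnip3, which encodes a mitochondrial protein of mitophagy, from 1909 ± 329 to 5652 ± 1495 (SD, n = 4 clones each). Olig2, its neighbour and paralog, had 252 ± 14.8 against 718 ± 289 counts (log2 fold change 1.51, standard error 0.27, adjusted p = 0.0656 from edgeR) and the axon guidance gene Sema5a 598 ± 245 against 1665 ± 525 (1.48, standard error 0.30, adjusted p = 0.0971). Grin1, which encodes an NMDA receptor subunit, had 1.81 ± 2.45 against 24.6 ± 3.79 counts (3.39, standard error 0.58, adjusted p = 0.0587). Of these 5 genes 2 were higher and 0 lower over all records, and 5 were higher adjusted over the list alone and with the clone series in the model. They too were picked from these libraries by the study, so their direction is not independent evidence. Their median was 1.51, and the set test passed with a preset (adjusted p = 1.26e-18) and with an estimated correlation (adjusted p = 0.00141). Olig2 changed by 0.91 in the thirties and by 1.94 in the forties series. In a wider list of 20 measured neural genes, 5 of which are in Table 2, 1 was higher (Olig1) and 0 lower, and adjusted over the list alone 5 were higher (Olig1, Olig2, Grin1, Sema5a and Cbln1) and 2 lower (Pax6 and Nes). The same 5 were higher and the same 2 lower over all records with the clone series in the model. Its median of -0.09, with -0.51 in the thirties and 0.23 in the forties series, and the upward direction of its set test (adjusted p = 0.0768, and adjusted p = 0.482 with an estimated correlation) differ in sign. That set test passed without Ctrl 34 (adjusted p = 0.0421), TKO 35 (adjusted p = 0.0177) or TKO 37 (adjusted p = 0.00499).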

Top GO terms for the up-regulated genes were most involved in membrane potential or neurogenesis (Olig1, Olig2, Grin1, Bnip3, Sema5a) (Table S2 in File S1). Correlation analysis between the TKO and Ctrl lines showed a strong R-value of 0.99 (Figure 5D). 

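Across the 16235 records past the filter, the mean normalized counts of TKO and Ctrl iPSCs had a Pearson r of 0.987 (r² of 0.974). On the log2 scale r was 0.990, and Spearman's rho was 0.990. For the 15527 records with both means at or under 7000 r was 0.979. Within the thirties series, with 2 clones per genotype, r was 0.979, and within the forties series it was 0.988. These are correlations across genes, which are not independent replicates, so no p is given.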

Since there was no detectable effect with a loss of PIWI proteins in these cells, it is likely that such small variations in gene expressions are routinely evident even between different wild-type iPSC lines. 

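Clones of the same genotype differed from each other as well, and mostly more between the clone series than within them. Ctrl 33 and Ctrl 34 were an exception on the log2 scale alone. On the log2 scale the median Pearson r across genes was 0.969 for 4 pairs of Ctrl clones from different series and 0.966 for 8 pairs of a Ctrl and a TKO clone from different series. Within a series it was 0.978 for 8 pairs of a Ctrl and a TKO clone, 0.981 for 2 pairs of Ctrl clones and 0.991 for 2 pairs of TKO clones. The 2 Ctrl pairs were unlike, with 0.9717 for Ctrl 33 and Ctrl 34 and 0.9907 for Ctrl 41 and Ctrl 43. Ctrl 34 and Ctrl 41, of different series, had 0.9723. Pairs of a Ctrl and a TKO clone within the thirties series had 0.9705 to 0.9735. On the linear scale r was 0.982 for Ctrl 33 and Ctrl 34, against 0.913 to 0.964 for Ctrl pairs of different series. It was 0.969 to 0.980 for pairs of a Ctrl and a TKO clone within the thirties series. Spearman's rho was 0.980 for Ctrl 33 and Ctrl 34, against 0.974 to 0.977 for Ctrl pairs of different series. Ctrl 33 and Ctrl 34 had the lowest total counts (8983203 and 17216692). The first principal component held 42.9% of the variance and set all 4 clones of the thirties series apart from all 4 of the forties series. Between the Ctrl clones of the forties and thirties series 1068 records had an adjusted p under 0.05 in edgeR, and between the TKO clones 3877. TKO and Ctrl clones of the thirties series differed in 1928 records and those of the forties series in 322 by the same model of all 8 clones, or in 960 and 241 with each series fitted alone. Genes of the Y chromosome were among those that followed the series. Ddx3y had 5.31 to 8.64 normalized counts in the thirties and 133 to 268 in the forties clones, and Kdm5d had 0 and 46.1 to 82.9. Xist had 375 to 726 and 625 to 892 counts, and its reads cannot be told from those of its antisense partner Tsix, since the paper's text does not say that the strand was kept. The labels do not give the Piwi genotype of the single Ctrl clones, which are all heterozygous by the paper's methods and wild type or heterozygous by its legends, so variation between wild-type lines alone could not be measured. From the absence of a detectable effect of losing the PIWI proteins in these cells, the paper proposes that such small variations also occur between wild-type iPSC lines.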

Although it is beyond the scope of this manuscript, it will be interesting to examine if TKO mice reveal any metabolic abnormalities or neurogenesis defects. 

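Outside the neural genes, genes that mark other cell states gave no calls between TKO and Ctrl iPSCs in edgeR's test. Of 12 primed epiblast genes, 16 endoderm, 16 mesoderm, 11 trophoblast and 12 endothelial and blood genes measured, 0 were higher and 0 lower (0 and 0 adjusted over each list alone), with median log2 fold changes of -0.25, -0.50, -0.15, 0.49 and 0.02. At an unadjusted p under 0.05 these lists had 1, 2, 0, 0 and 4 genes, DESeq2 called 1 endoderm gene, and edgeR's exact test and limma-voom called none. The most expressed of them are Nes (-0.80, adjusted p = 0.213) and Krt18 (-0.18, adjusted p = 0.896) for the primed epiblast, Sparc (-0.01, adjusted p = 0.98) and Lamb1 (-0.35, adjusted p = 0.613) for endoderm, Hand1 (1.64, adjusted p = 0.425) and Msx2 (0.01, adjusted p = 0.988) for mesoderm, Krt8 (-0.84, adjusted p = 0.530) and Esx1 (0.98, adjusted p = 0.497) for trophoblast, and Flt1 (-1.04, adjusted p = 0.251) and Tek (0.05, adjusted p = 0.947) for endothelium. Krt8 had 5949 normalized counts in Ctrl 41 against 465 to 1869 in the other Ctrl clones. Its change ran from -1.18 to 0.17 without 1 clone, and was 0.78 in the thirties and -1.63 in the forties series. Of 30 fibroblast genes, which mark feeder cells or cells that were not reprogrammed, 0 were higher and 0 lower, and 3, Tagln, Lox and Acta2, were lower adjusted over the list alone (4 lower at an unadjusted p under 0.05, 3 by DESeq2, 3 by the exact test and none by limma-voom). Their median was -0.39, with -1.21 in the thirties and 0.29 in the forties series, which is of opposite sign. Fn1, the gene of fibronectin, had a log2 fold change of -0.44 (adjusted p = 0.304) and Vim, the gene of vimentin, one of -0.04 (adjusted p = 0.942). The set test for fibroblast genes gave an adjusted p of 0.000311, lost at adjusted p = 0.684 with an estimated correlation. In camera with a preset correlation the adjusted p was 0.186 for primed epiblast, 0.254 for endoderm, 0.538 for mesoderm, 0.210 for trophoblast and 0.920 for endothelial and blood genes. The primed epiblast set passed without TKO 47 (adjusted p = 0.0469) and with the clone series in the model (adjusted p = 0.0383, lost at adjusted p = 0.198 with an estimated correlation), and the trophoblast set without TKO 47 (adjusted p = 0.0458). Medians within the thirties and forties series were -0.61 and -0.21 for primed epiblast, -0.35 and -0.41 for endoderm, 0.08 and -0.47 for mesoderm, 0.79 and 0.10 for trophoblast, and -0.04 and 0.23 for endothelial and blood genes. With the clone series in the model Hnf4a and Hand1 were higher and Fgf5, Nes, Sox7, Lhx1, Flt1, Tagln and Lox lower. Apart from Hand1, Nes and Flt1, these genes were named here after their values were seen.

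**Figure D2:**
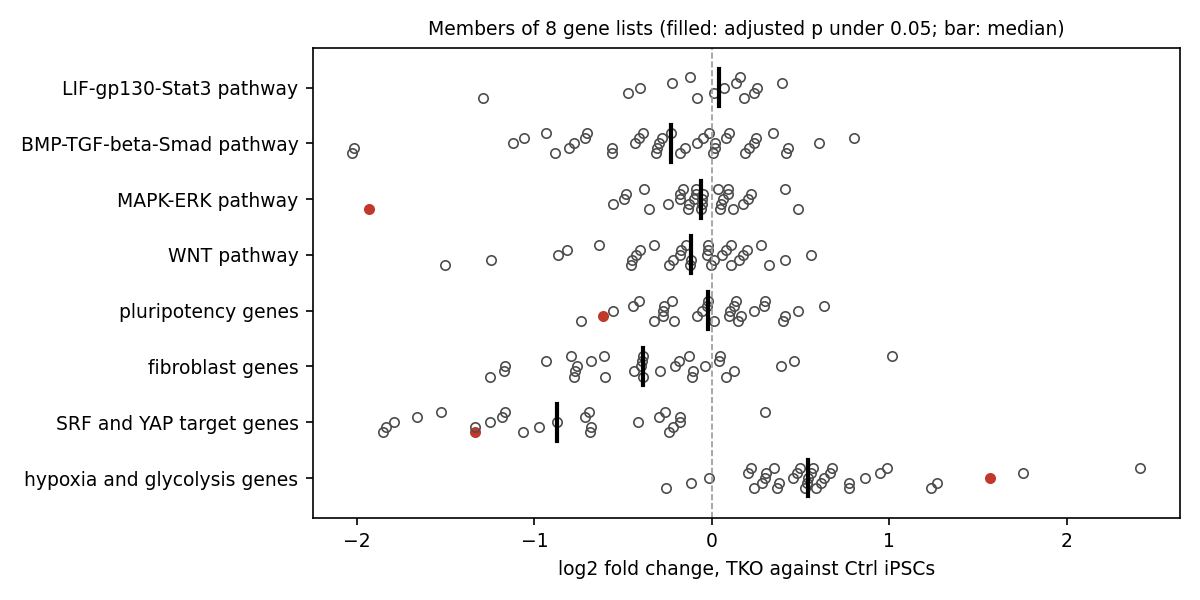
Log2 fold change of TKO against Ctrl iPSCs for each measured gene of 8 lists, with the median of each list as a bar and filled points for an adjusted p under 0.05. The medians run from -0.88 for SRF and YAP target genes to 0.54 for hypoxia and glycolysis genes, with 0.04 for LIF, -0.23 for BMP, -0.06 for MAPK and -0.12 for WNT genes.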

Taken together, our results strongly indicate that PIWI-deficient pluripotent stem cells at this stage are highly similar to Ctrl iPSCs.

**Figure 5:**
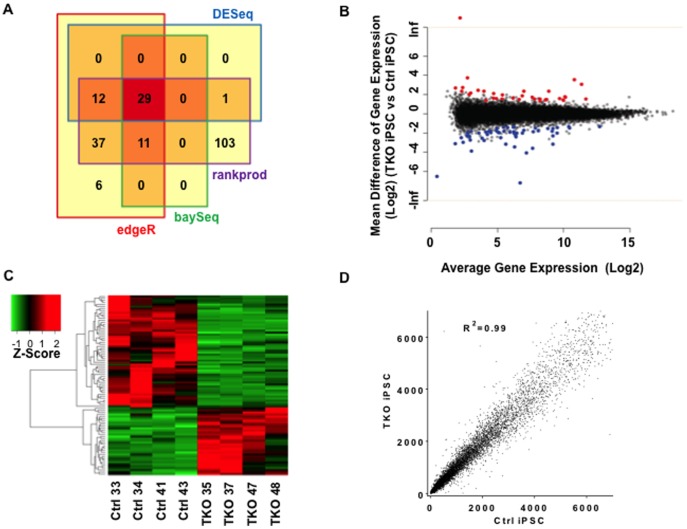
Differential expressed genes (DEGs) in PIWI-deficient iPSCs. (A) Venn diagram of the number of DEGs in 4 statistical methods. For the robustness of DEGs detection, we chose 90 DEGs which were identified at least two methods for further downstream analysis. (B) MA plot of all genes tested. X-axis represents average gene expression and Y-axis represents log fold changes. Red or blue dots represent up or down regulated genes, respectively. (C) Heatmap of 90 DEGs clustered by expression patterns. Each gene expression was standardized and the color represents z-score of each expression. Red or green color represent up or down regulation of the genes. (D) Correlation analysis of gene expression level between TKO and Ctrl iPSC (*n* = 4).

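Of 3 methods run here, edgeR's exact test, DESeq2 and a rank product, at least 2 called 88 records at an adjusted p under 0.05 and a 2.5-fold ratio of group means, 30 higher and 58 lower in TKO iPSCs, and 85 of these are in Table 2. All 3 called 48 records, 16 higher and 32 lower, and each is in Table 2. Singly, edgeR's exact test called 86 (30 higher, 56 lower), DESeq2 83 (33 higher, 50 lower) and the rank product 122 (46 higher, 76 lower), of which 83, 69 and 71 are in Table 2. Piwil2 (adjusted p of 5.29e-22 and 2.02e-23) and Piwil4 (adjusted p of 4.05e-05 and 2.26e-05) were higher by both edgeR's exact test and DESeq2. DESeq, baySeq and RankProd themselves were not run. On simulated counts the rank product gave 65 false calls among 16035 unchanged records, edgeR's exact test 28 and DESeq2 39. These false calls were counted at the adjusted p alone, without the 2.5-fold threshold. They therefore do not give the share of false calls among the counts above.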

**Table 2:** Differentially expressed genes in triple knockout iPS cells.

Gen Bank ID	Symbol	Mean count in Ctrl	Mean count in TKO	Fold Change
NR_028101		1252.5	8.8	−143
NM_178730	Tmprss11f	13.0	0.1	−91.8
NM_013930	Aass	594.5	35.6	−16.7
NM_008096	Gc	31.5	2.1	−14.7
NR_033602		699.8	58.3	−12
NR_033599		257.0	24.1	−10.7
NR_015519		1752.5	195.8	−8.94
NM_183320	EG331529	147.1	16.5	−8.94
NM_010285	Ghrh	10.4	1.2	−8.56
NM_026108	Hdhd1a	14.8	1.9	−7.75
NM_029422	Tm7sf4	41.9	6.1	−6.87
NM_001145060	Glyatl3	19.6	3.0	−6.55
NM_029336	1700022P22Rik	34.3	6.0	−5.75
NM_029911	Kcnk10	11.5	2.0	−5.64
NM_181345	Npm2	89.2	16.1	−5.53
NM_010060	Dnahc11	17.1	3.2	−5.26
NM_011409	Slfn3	189.8	37.0	−5.13
NM_028798	Crct1	16.4	3.3	−4.97
NM_183278	2200001I15Rik	1297.8	263.5	−4.92
NM_153553	Npas4	14.4	2.9	−4.92
NM_021311	Piwil1	14.9	3.1	−4.76
NR_036572		177.0	38.0	−4.66
NM_023785	Ppbp	39.6	9.0	−4.37
NM_138648	Olr1	152.6	37.7	−4.05
NM_001034964	Sorbs1	24.1	6.0	−4.03
NM_009513	Nrsn1	175.3	43.5	−4.02
NM_008380	Inhba	1460.8	363.0	−4.02
NM_177781	Trpa1	234.0	59.6	−3.93
NM_007560	Bmpr1b	69.1	17.6	−3.91
NM_008006	Fgf2	44.6	11.5	−3.87
NM_177337	Arl11	12.9	3.4	−3.86
NM_011410	Slfn4	119.9	31.7	−3.79
NM_001164466	Dpys	63.5	17.2	−3.7
NM_175456	Abra	33.8	9.2	−3.7
NM_013468	Ankrd1	404.0	110.6	−3.66
NM_008036	Fosb	140.1	39.4	−3.55
NM_001111060	Cd59a	15.2	4.3	−3.54
NM_153127	Mmrn2	1059.0	301.8	−3.51
NM_015759	Fgd3	84.5	24.1	−3.51
NM_001109914	Apold1	38.2	11.0	−3.46
NM_008741	Nsg2	41.5	12.0	−3.45
NM_026262	4930524B15Rik	56.2	16.4	−3.43
NM_008216	Has2	506.8	148.4	−3.41
NM_009606	Acta1	226.8	70.4	−3.22
NM_009922	Cnn1	769.5	264.8	−2.91
NM_177371	Tnfsf15	52.4	18.2	−2.88
NM_010137	Epas1	996.3	351.5	−2.83
NM_011198	Ptgs2	2347.5	837.5	−2.8
NM_008008	Fgf7	392.8	141.3	−2.78
NM_177027	Zcchc7	88.9	33.1	−2.69
NM_009378	Thbd	1202.5	454.8	−2.64
NM_177293	Mtap7d3	118.1	45.2	−2.61
NM_001081020	Adamts6	123.4	47.4	−2.6
NM_001081328	4833446K15Rik	70.0	27.5	−2.55
NM_008871	Serpine1	10707.5	4247.5	−2.52
NM_172118	Myl9	2142.5	848.0	−2.52
NM_001085378	Trpc4ap	187.3	483.8	2.58
NM_054085	Alpk3	630.8	1676.3	2.65
NM_030127	Htra3	10.7	28.9	2.69
NM_016968	Olig1	241.8	663.3	2.74
NM_009154	Sema5a	597.8	1667.5	2.79
NM_145981	Phyhip	59.7	167.5	2.81
NM_016967	Olig2	251.5	718.0	2.85
NM_019626	Cbln1	132.8	384.0	2.89
NM_028775	Cyp2s1	175.5	509.8	2.9
NM_028772	Dmgdh	24.1	70.0	2.9
NM_009760	Bnip3	1907.5	5652.5	2.96
NM_175290	Nlrp4f	480.0	1447.5	3.01
NM_139148	Clca4	17.4	52.4	3.01
NM_023566	Muc2	14.8	45.6	3.09
NM_177823	Ubash3a	40.2	127.9	3.17
NM_008681	Ndrg1	617.8	2073.3	3.35
NM_207229	Plac9	107.8	364.0	3.38
NM_177905	Piwil4	594.0	2049.0	3.45
NM_029525	Prex2	60.9	225.8	3.71
NM_026922	Atp2c2	20.8	82.0	3.95
NM_001031621	Abca17	3.6	14.9	4.13
NM_054049	Osr2	12.5	54.1	4.31
NM_025325	Haao	3.7	16.8	4.5
NM_011374	St8sia1	207.3	1069.0	5.15
NM_007745	Cort	2.2	11.2	5.15
NM_001098789	Ndufa4l2	55.8	288.8	5.18
NM_007575	Ciita	6.9	36.0	5.25
NM_001085541	RP23-231M4.1	5.0	27.3	5.44
NR_028307		1.4	9.2	6.63
NR_002891		2.0	13.4	6.68
NM_021308	Piwil2	895.3	7682.5	8.57
NM_001025388	Eno1	524.8	6220.0	11.9
NM_008169	Grin1	1.8	24.6	13.6
NM_172808	Antxrl	0.0	4.6	Inf

## Discussion

In this study, we determined that PIWI protein family is dispensable for mouse somatic development and for reprogramming of fibroblasts into pluripotent stem cells. This is in contrast to the essential role of PIWI proteins for embryogenesis and somatic development in some non-mammalian animals. For example, in planarians and ascidians, PIWI homologs are necessary for the function of pluripotent stem cells that are capable of giving rise to all three germ layers during whole body regeneration [27]. In *Drosophila*, *piwi* functions in epigenetic and post-transcriptional gene regulation and in influencing somatic cell functions [44], [45]. Furthermore, it mediates canalization, a molecular mechanism that buffers the impact of genotypic and environmental variations on phenotype, to enhance developmental robustness [46]–[48]. Embryos depleted of maternal PIWI proteins display various severe mitotic defects including abnormal nuclear morphology, cell cycle arrest, and asynchronous nuclear divisions [35]. In mammals, the somatic role of PIWI proteins has not been explored sufficiently. HIWI was described in human bone marrow CD34+ hematopoietic stem cells (HSCs) and progenitors. However, we recently reported that mice lacking all PIWI protein family members were able to maintain long-term hematopoiesis with no observable effect on the homeostatic HSC compartment, suggesting PIWI is dispensable for normal HSC function [49]. The iPSCs lacking all PIWI proteins exhibited pluripotent gene expression and teratoma formation, all of which were indistinguishable from their littermate control cells. Moreover, unlike the critical role of *piwi* in the maternal-to-zygotic transition in *Drosophila*, ovaries lacking all PIWI proteins are functional and the female mice are fertile. The resulting ovaries were capable of supporting embryonic development and generated viable pups that survive to adulthood, suggesting that there might be compensatory mechanisms such as endo-siRNA to compensate for the function of the piRNA-PIWI pathway in murine oogenesis. Taken together, our results show that mammalian PIWI functions are restricted to the male germ line. Our study cannot rule out the possibility that the lack of PIWI protein family members could affect the mice as they age. In addition, their ability to cope with tissue damage caused by genetic and environmental stress could be compromised. Likewise, we cannot rule out minor effects of PIWI proteins on the differentiation capacity of reprogrammed iPSCs. These potential roles await further analysis.

## Materials and Methods

### Ethics statement

Animal experiments in this study were carried out in accordance with the Animal Use Protocols as approved by the Institutional Animal Care and Use Committee, Yale University (IACUC Protocol number: 2009–11087).

### Generation of *Miwi* ^-/-^ *Mili* ^-/-^ *Miwi2* ^-/-^ *Oct-GFP* MEFs

To avoid functional redundancy between PIWI family members, we generated cells completely deficient in *Miwi, Mili*, and *Miwi2* to make a TKO mutant [29], [31], [32]. To generate TKO MEFs with the *Oct-GFP* reporter, *Miwi^-/-^Mili^-/-^* female mice were crossed to *Oct4-GFP* reporter mice [36] (a kind gift from Dr. Valentina Greco, Yale University). The *Miwi^+/-^Mili^+/-^* Oct4-GFP^+/-^ were then crossed with *Miwi2^+/-^* mice (a kind gift from Dr. Haig Kazazian, The Johns Hopkins University School of Medicine) to generate *Miwi^+/-^Mili^+/-^Miwi2^+/-^ Oct4-GFP ^+/-^*mice. Male and female triple-heterozygotes with *Oct4-GFP ^+/-^* were intercrossed to generate female TKO Oct4-GFP homozygous mice. To generate Piwi TKO embryos, MEFs were derived from day 12.5–17.5 postcoitum embryos by breeding *Miwi^+/−^ Mili^+/−^ Miwi2^+/-^ Oct4-GFP* homozygous male mice to *Oct4-GFP* homozygous females, either triple or double knockouts of *Piwi*. Triple-heterozygotes were derived from littermate embryos and served as controls. Gonads, head, and internal organs were removed before processing the embryos for MEF isolation. The embryos used in this study are of mixed C57BL/6-s129 background. All the MEFs were maintained in D-MEM (high glucose) supplemented with 10% fetal bovine serum (Life Technologies), 0.1 mM MEM Non-Essential Amino Acids (Life Technologies), 6 mM L-glutamine (Life Technologies), 1 mM MEM Sodium Pyruvate (Life Technologies), and 1% Pen-Strep (Life Technologies) and were used between 2–3 passages for reprogramming experiments.

### Retroviral production, infection and iPSC generation

The following plasmids were obtained from Addgene: pMXs-Oct3/4-IP (15918), pMXs-Sox2-IP (15919), pMXs-Klf4-IP (15920) and pMXs-c-Myc-IP (16921). (Addgene). 293FT cells (Life Technologies) were maintained in D-MEM (high glucose) supplemented with 10% fetal bovine serum (Life Technologies), 0.1 mM MEM Non-Essential Amino Acids (Life Technologies), 6 mM L-glutamine (Life Technologies), 1 mM MEM Sodium Pyruvate(Life Technologies), and 1% Pen-Strep. For retrovirus production, the cells were seeded at 2×10^7^ cells per 175-cm flask a day before transfection. Immediately before transfection, the medium was replaced with 18 ml of D-MEM. A total of 28 µg DNA mixture containing 14 µg of plasmid DNA carrying the transgene (Oct4, Sox2, Klf4 or c-Myc) along with 1.4 µg of the envelope plasmid pVSV-G (a kind gift of Dr. In-Hyun Park, Yale University) and 12.6 µg of the packaging plasmid Gag-Pol (a kind gift of Dr. In-Hyun Park) was first diluted in 175 µl of 5% glucose (solution 1). 28 µl of 18 mM PEI (Polyethylenimine, Sigma) stock solution was then diluted in 175 µl of 5% glucose and placed on a vortex for 1 min (solution 2). After 10 min, both solutions were mixed, and the resulting solution was again placed on the vortex stirrer for 1 min. After 10 more minutes, the transfection mixture was completed up to 1 ml with D-MEM and added to the cells. After 6 h of incubation, the cells were supplemented with 1.8 ml of fetal calf serum. One day after transfection, medium was replaced with fresh complete medium. Retrovirus was harvested 48 h and 72 h post transfection by ultracentrifugation for 1.5 hours at 4 degrees at 47,810×g and store at −80°C.

We generated iPS cells as described by the Yamanaka group [50] with the following modifications: One day before transduction, MEFs were seeded at 4×10^4^ cells per well of a Matrigel coated 12-well plate. On the following day (considered day 0) the concentrated retrovirus were thawed and mixed with fresh MEF media up to 1 ml volume (per well) and 8 ng/ml polyprene, and then exposed to the MEFs at 37°C and 5% CO2. On day 1 the mixed viral supernatant was removed, the cells were washed twice with PBS and then cultured in fresh MEF medium. On day 2, the MEF medium was replaced with mESC medium containing D-MEM with 15% fetal bovine serum (Gemini Bio-Products), 0.1 mM MEM Non-Essential Amino Acids (Life Technologies), 6 mM L-glutamine (Life Technologies) 0.1 mM 2-mercaptoethanol (Sigma), 1% Pen-Strep (Life Technologies) and 10^3^ Uml^−1^ of LIF (Millipore-ESGRO). Thereafter, the medium was changed either every day or every other day, as required. In some experiments, treatment with 1 mM VPA begins on day 3 and lasts for a week [51]. mESC-like colonies started to appear about one week post-transduction. Colonies that were Oct4-GFP+ with mESC-like morphology were manually picked and transferred to 12-well plates pre-plated with mitomycin C-inactivated MEF feeders on day 16. Colonies that continued to expand and maintained their mESC-like morphology were further passaged; those that failed to expand and/or spontaneously differentiated were discarded.

In the iPSC growth competition assays, the S1B6A cell line was a generous gift from Dr. Natalia Ivanova.

### Flow cytometric analysis

SSEA-1 (eBioscience) and Sox2 (BD Pharmingen) staining was performed according to the manufacturer's instructions. Flow cytometric analysis was performed with an LSRII flow cytometer (BD Biosciences) and FlowJo software (TreeStar, Ashland, OR). Isotype controls were used in each experiment.

### Real time RT-PCR

Total RNA was isolated using the High Pure RNA Isolation Kit (Roche Diagnostics, Indianapolis, IN). For all RNA samples, genomic DNA was digested with RNase-free DNase I. cDNA was prepared using Superscript II Reverse Transcriptase (Life Technologies) with random primers (Life Technologies). Gene expression levels were determined using Applied Biosystems TaqMan Gene Expression Assays: *Miwi*: Mm00451649_m1; *Mili*: Mm01313483_m1; *Miwi2*: Mm01144775_m1; *HIWI*: Hs01041737_m1; *HILI*: Hs00216263_m1; *HIWI2*: Hs00381509_m1, and detected by iCycler iQ (Bio-Rad, Hercules, CA). Eukaryotic 18S rRNA: Hs99999901_s1 was used as an internal control for normalization. The qRT-PCR reactions were performed by absolute quantification method using individual Piwi plasmids as external calibration curve. The Taqman assay demonstrated specificity with individual Piwi with no detectable level of the other Piwi homologs.

### Teratoma formation assays

iPSCs were harvested and dissociated into single cells by trypsin. Following resuspension, 1×10^6^ cells were injected subcutaneously into five to eight-week-old SCID/Beige mice. Three to six weeks post-injection, teratomas were harvested and fixed overnight in 4% Paraformaldehyde, and sent to the Research Histology Facility at Yale School of Medicine for 5-µm paraffin sections and Hematoxylin and Eosin staining.

### Whole-transcriptome RNAseq analysis

Total RNA from individual iPS clones were isolated using the High Pure RNA Isolation Kit (Roche Diagnostics, Indianapolis, IN). For all samples, genomic DNA was digested with RNase-free DNase I. The RNA integrity (RNA Integrity Score≥8) and quantity was determined on the Agilent 2100 Bioanalyzer (Agilent; Palo Alto, CA, USA). Library preparation and sequencing were performed by the Yale Stem Cell Genomics Core Facility using the Illumina TruSeq RNA Sample Preparation kit. Samples were sequenced on an Illumina HiSeq 2000 using 50-cycle single-end sequencing. Four biological replicates were generated for the TKO and control, respectively.

Reads were mapped to Mus musculus (mm9) reference transcriptome from GenBank using BWA [52] alignment tool. Low-expressed genes that have less than 5 reads mapped in more than half of samples were excluded from further analysis. For sample-wise data normalization, we applied DESeq [53] using R statistical software. To achieve more reliable results, we applied 4 popular parametric or non-parametric methods for detecting differentially expressed genes (DEGs) using RNAseq data: edgeR [54], DESeq [53], baySeq [55], and RankProd [56]. Confident DEGs were identified that satisfy both of the following criteria: 1) in at least 2 methods with a False Discovery Rate (FDR) less than 0.05 (Benjamini-Hochberg method [57]) and 2) with an absolute fold change of 2.5 or greater.

Functional annotation was performed with the Database for Annotation, Visualization, and Integrated Discovery (David; http://david.abcc.ncifcrf.gov).

## Supporting Information

File S1 Table S1, Gene ontology analysis of down–regulated genes in triple knockout iPS cells. Table S2, Gene ontology analysis of up–regulated genes in triple knockout iPS cells.
(DOCX) Click here for additional data file.

# Supplementary material for: PIWI Proteins Are Dispensable for Mouse Somatic Development and Reprogramming of Fibroblasts into Pluripotent Stem Cells
**Source:** PLoS One. 2014 Sep 19;9(9):e97821. doi: 10.1371/journal.pone.0097821
**Supplement:** File S1 — Table S1, Gene ontology analysis of down–regulated genes in triple knockout iPS cells. Table S2, Gene ontology analysis of up–regulated genes in triple knockout iPS cells.

**Table S1:** Gene ontology analysis of down–regulated genes in triple knockout iPS cells.

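Table S2 groups the transcripts that were higher in TKO iPSCs by gene ontology (GO), a shared vocabulary that assigns genes to biological processes. For each term it gives the number of the listed transcripts that carry the term, a p-value from the DAVID tool, and the fold enrichment, which is the share of listed transcripts with the term divided by its share in a background set of genes. The paper's text does not name the background. Terms can share genes, so neighbouring terms are not separate findings. The enrichment was not repeated here.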

**Table S2**: Gene ontology analysis of up–regulated genes in triple knockout iPS cells.

| Biological process (BP) |  |  |  |
| --- | --- | --- | --- |
| Term | Count | P-Value | Fold Enrichment |
| GO:0042391~regulation of membrane potential | 3 | 1.08E-02 | 17.9 |
| GO:0048699~generation of neurons | 4 | 2.71E-02 | 5.7 |
| GO:0022008~neurogenesis | 4 | 3.31E-02 | 5.3 |
| GO:0006873~cellular ion homeostasis | 3 | 4.67E-02 | 8.2 |
| GO:0055082~cellular chemical homeostasis | 3 | 4.90E-02 | 8.0 |
| GO:0032502~developmental process | 8 | 5.71E-02 | 2.1 |
| GO:0050801~ion homeostasis | 3 | 5.75E-02 | 7.3 |
| GO:0048663~neuron fate commitment | 2 | 6.10E-02 | 30.3 |
| GO:0048523~negative regulation of cellular process | 5 | 6.91E-02 | 3.0 |
| GO:0044238~primary metabolic process | 13 | 6.98E-02 | 1.5 |
| GO:0008152~metabolic process | 14 | 7.52E-02 | 1.4 |
| GO:0019725~cellular homeostasis | 3 | 7.58E-02 | 6.2 |
| GO:0009108~coenzyme biosynthetic process | 2 | 8.22E-02 | 22.2 |
| GO:0048878~chemical homeostasis | 3 | 8.44E-02 | 5.8 |
| GO:0048522~positive regulation of cellular process | 5 | 9.31E-02 | 2.7 |
| GO:0048519~negative regulation of biological process | 5 | 9.43E-02 | 2.7 |
| GO:0030182~neuron differentiation | 3 | 9.82E-02 | 5.3 |
|  |  |  |  |
| Molecular Function (MF) |  |  |  |
| Term | Count | P-Value | Fold Enrichment |
| GO:0030554~adenyl nucleotide binding | 7 | 1.41E-02 | 3.2 |
| GO:0001883~purine nucleoside binding | 7 | 1.47E-02 | 3.2 |
| GO:0001882~nucleoside binding | 7 | 1.52E-02 | 3.1 |
| GO:0017076~purine nucleotide binding | 7 | 3.45E-02 | 2.6 |
| GO:0005524~ATP binding | 6 | 4.09E-02 | 2.9 |
| GO:0032559~adenyl ribonucleotide binding | 6 | 4.28E-02 | 2.9 |
| GO:0016597~amino acid binding | 2 | 4.41E-02 | 42.4 |
| GO:0005488~binding | 20 | 6.51E-02 | 1.2 |
| GO:0000166~nucleotide binding | 7 | 6.59E-02 | 2.2 |
| GO:0046983~protein dimerization activity | 3 | 7.75E-02 | 6.2 |
| GO:0043176~amine binding | 2 | 8.00E-02 | 23.0 |
| GO:0032555~purine ribonucleotide binding | 6 | 8.91E-02 | 2.3 |
| GO:0032553~ribonucleotide binding | 6 | 8.91E-02 | 2.3 |

How the deposited data were processed for this re-analysis (not part of the article)

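RNA-seq read counts from 8 mouse iPSC clones were analysed, 4 Ctrl (33, 34, 41 and 43) and 4 TKO (35, 37, 47 and 48). The authors isolated RNA from each clone, made libraries with the Illumina TruSeq RNA kit, read them single-end and mapped the reads with BWA (version 0.7.5a in the submitters' processing notes) to the mm9 transcript sequences of GenBank. The deposited table holds 1 whole-number read count per RefSeq record and library, without scaling or filter, and 4903 of its 27052 records are at 0 in all libraries. The paper's text does not give the rule for counting, for reads that match several records or for strand.

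Symbols were taken from a RefSeq gene table built for GRCm38.p6, which was used for names only, and named 26321 records. A further 2 records were named from Table 2 of the paper and 729 have no symbol. Coordinates came from an mm9 annotation and were found for 15618 of the tested records (96.2%). Of the symbols, 3176 have more than 1 record, and each record was tested on its own. The tested records hold 99.97% of the counts of each library, and the 10 records with most counts took 5.8 to 8.2%. Size factors ran from 0.369 in Ctrl 33 to 2.07 in TKO 37, and the common biological coefficient of variation was 0.261.

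The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The filter, the scaling, the false discovery rate of 0.05 and the 2.5-fold threshold are those of the paper. The paper took genes called by at least 2 of edgeR, DESeq, baySeq and RankProd, and of these DESeq, baySeq and RankProd were not run, with DESeq2 and a rank product written here in the vote instead. The main test was edgeR's quasi-likelihood test (glmQLFit without robust estimation) of TKO against Ctrl on all 8 libraries, and standard errors were taken from the log2 fold change and the F value. The same model was also fitted with the clone series as a term and with 4 groups of genotype and series, which gave the changes within each series and their interaction. No paired analysis was possible because the clone numbers differ between the genotypes. Single genes were also compared by an exact two-sided permutation test over the 70 arrangements of 4 and 4 clones.

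The filter, model, thresholds, named genes, gene lists and most alternatives were fixed before the data were examined, but after Table 2 had been read. Named genes were the 10 higher and the 10 lower genes with the largest change among those past both thresholds, with a mean of at least 20 normalized counts in the higher group and no overlap between genotypes, of which 8 higher genes met the rule. Also named were every gene the paper names in its text, up to 4 called members of each list or else its 2 most expressed, called genes near the targeted loci, and Xist with the Y-linked genes. For genes with several records the one with the highest mean count was used. Some genes that the rule names are not reported here.

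Of 25 lists, 24 were tested. They cover the Piwi genes, the reprogramming factors, the LIF, BMP, MAPK and WNT pathways, pluripotency, primed epiblast, endoderm, mesoderm, neural, trophoblast, fibroblast, endothelial and blood genes, SRF and YAP targets, hypoxia and glycolysis, germ cell and piRNA pathway, two-cell-stage, DNA methylation and retrotransposon silencing, imprinted, p53 target and housekeeping genes, and 2 lists of genes the paper names for GO terms. The sex-linked genes were described per clone. Lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and p-values were adjusted over the 24 lists. With the preset correlation 8 lists passed, and with an estimated correlation 2, which are the lists of GO genes.

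Alternatives were TMM scaling, no filter, at least 10 reads in every library, DESeq2, edgeR's exact test, limma-voom, the clone series as a covariate, a test against a 2.5-fold change itself, the ratio of group means for the fold, a vote of at least 2 of 3 methods with a rank product (100 permutations), and leaving out each clone in turn. Chosen after seeing the data were the fits within each series, counts summed per symbol, libraries thinned to the smallest total, and the smaller windows around the targeted loci. Also chosen then were the clone series as a covariate for lists and loci, and all alternatives of the count with the series in the model. All methods were tested on simulated counts with 200 changed records, using the means and dispersions of these libraries. At 5-fold edgeR's quasi-likelihood test called 64 of 66 changed records. Exact tests with 4 clones against 4 give no p below 0.0286. GO enrichment by DAVID was not repeated.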

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

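The splits of the 8 clones without regard to series and the camera tests of the gene lists were planned, and the tests by clone series, thinning, X-linked genes, fibroblast genes and gene length were chosen only after the result was seen.

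The forties and the thirties clones differed in 3149 records at an adjusted p under 0.05 in edgeR with genotype in the model, 1597 higher and 1552 lower in the forties, in a comparison the paper does not report. Of the 35 splits of the 8 clones into 4 and 4, 2 gave as many calls as the real one at both thresholds (27 real, 475 the highest other) and 2 at the adjusted p alone (39 real, 1413 the highest other), so chance cannot be excluded by this count, but that other split is the one between the clone series, which points to a structure of the samples, and the remaining 33 splits gave 0 calls or, in 1 split, 1 call. Of 18 splits that keep 2 clones of each series in each group, 1 split, the real one, gave 926 calls with the series in the model and the highest other gave 0, but 18 splits are too few for a share under 0.05. As whole causes of the difference between series, unequal library size is argued against by 2280 calls with libraries thinned to the smallest total, and a further active X chromosome in the thirties clones by a median of X-linked genes 0.0956 above that of autosomal genes on the log2 scale. Fibroblasts in the forties clones alone stay open, since fibroblast genes had a median of 0.614 there (95% interval 0.174 to 0.825), in the direction they would give. The interval lies under a change of 1, below which they were at first to be excluded, and that bound was lowered to 0 after the value was seen because no table measures the change that a share of fibroblasts would bring. Expression from the Y chromosome did differ between the series in all 8 clones. Kdm5d had 0 normalized counts in the thirties and 46.1 to 82.9 in the forties clones, and Ddx3y 5.31 to 8.64 and 133 to 268. Whether this underlies the other differences between the series was not tested. Sex or parents of the embryos and culture or library batches may underlie the difference between series and stay open, since the labels give none of them.

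Contractile and serum response genes, the targets of SRF and YAP, had a median log2 fold change of -0.875 in TKO iPSCs (-1.15 in the thirties and -0.557 in the forties series), a group the paper does not discuss, with an adjusted p of 6.24e-16 from camera and adjusted p = 0.0683 with an estimated correlation. Gene length and unequal library size as whole causes are argued against by medians of -0.805 with the length trend removed and -0.911 with thinned libraries. Fewer fibroblasts in the TKO cultures would lower fibroblast genes alike, and those outside the list had a median of -0.340 over all clones (95% interval -0.519 to -0.110, against -1.25 to -0.415 for the list), which does not decide. By series, looked at after the medians per series had been seen, fibroblast genes had -1.20 in the thirties clones, which is consistent with fewer fibroblasts there, and 0.318 in the forties clones (95% interval 0.210 to 0.563, against -0.952 to -0.244 for the list), which argues against it there. An effect of the Piwi genotype stays open and untested, and 6 of the 25 genes are in Table 2, which had been read when the list was made.

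Hypoxia and glycolysis genes, which the paper does not discuss as a group, had a median log2 fold change of 0.542 (0.69 in the thirties and 0.26 in the forties series), with 32 of 35 above 0, an adjusted p of 1.55e-18 from camera and adjusted p = 0.158 with an estimated correlation.

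The change between TKO and Ctrl differed between the series for 211 records (interaction in edgeR, adjusted p under 0.05). It was the more positive in the forties series for 168 of them and in the thirties series for 43. Among them were matrix genes such as Col1a2 (-1.20 in the thirties and 0.57 in the forties series) and Postn (-1.11 and 0.72), picked after their values were seen. The fibroblast list had medians of -1.21 and 0.29. Lefty2 had log2 fold changes of -2.61 in the thirties and 0.03 in the forties series (interaction adjusted p = 0.0197). Vim had -0.56 and 0.41 (interaction adjusted p = 0.0427). Ccl2, picked after its values were seen, had -3.37 and 0.93 (interaction adjusted p = 0.000279).

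In 8 of 142 groups of 4 clones, 1 clone lay apart from the other three by more than Dixon's 95% critical share of the group's range, where chance gives about 1 group in 20. In Ctrl 34, Dcstamp had 73.4 normalized counts (others 27.5 to 34.3), Piwil1 28.8 (others 8.13 to 11.4), Klf4 5819 (others 3811 to 4120.3), Nanog 14707 (others 7436 to 8664) and Sema5a 962 (others 439 to 522). In TKO 47, Epas1 had 476 (others 297 to 319.5) and Msx2 52.1 (others 154 to 159.8). Fgf2 had 13.7 in TKO 48 (others 10.6 to 11.0).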

How the results depend on the processing

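The alternatives chosen only after the results were seen are the fits within 1 series, the thinned libraries, counts summed per symbol, the series as a covariate for lists, loci and all alternatives of the count with the series in the model, and the windows of 0.5 and 1 Mb. Over 15 settings the 69 named genes kept their side of the threshold in 933 of the values, became called in 31 and lost the call in 58. No called gene reversed, while genes not called in either fit also changed sign, such as Krt18 (-0.474 to 0.648 without 1 clone). The count of 27 stayed within 1.5-fold under TMM scaling, no filter, at least 10 reads in every library, limma-voom, the ratio of means, counts summed per symbol and thinned libraries (19 to 35), and the correlation of means stayed between 0.979 and 0.990. At both thresholds the count was 85 by DESeq2, 88 by edgeR's exact test, 145 with the series as a covariate, 8 in the test against a 2.5-fold change, 88 by the vote of methods, 397 and 50 within the thirties and forties clones, and 14 to 48 without 1 clone (14 without TKO 37, 48 without TKO 48). At the adjusted p alone 39 became 513 by DESeq2, 218 by the exact test, 926 with the series, 960 and 241 within the thirties and forties clones, 22 with thinned libraries, which have fewer reads, and 14 to 83 without 1 clone. With the series in the model 926 became 2200 by DESeq2, 874 of them shared, and 93 to 1640 without 1 clone (94 without TKO 35, 93 without TKO 37, 176 without Ctrl 43, 191 without TKO 47, 251 without Ctrl 41, 1640 without TKO 48).

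Piwil1 became called by the exact test (-2.22) and with the series (-2.32). Piwil4 became called without a filter (1.80), by DESeq2 (1.79), by the exact test (1.79), with the series (1.71) and without TKO 48 (range without 1 clone 1.59 to 2.04). With an estimated correlation 2 lists passed in place of 8, and the adjusted p became 0.0777 for Piwi, 0.395 for BMP, 0.684 for fibroblast, 0.0683 for SRF and YAP, 0.158 for hypoxia and 0.684 for two-cell-stage genes. Without 1 clone it ran from 0.0351 to 0.519 for MAPK, 0.0469 to 0.705 for primed epiblast, 0.00499 to 0.287 for neural, 0.0458 to 0.588 for trophoblast and 4.92e-06 to 0.316 for two-cell-stage genes, and the primed epiblast set had 0.0383 with the series, or 0.198 with the series and an estimated correlation. The odds ratio near the targeted loci passed among genes past 2.5-fold (4.22) and with the series at 0.5 Mb (4.1) and 1 Mb (2.68). The causes of these shifts were not tested. Other pseudocounts, quantile scaling and recovered reads were not run, because the counts are whole numbers. At this depth and spread, changes of 1.5-fold are mostly missed.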

Differences from the paper's values

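The settings in this part were planned, except the values per kilobase, which were chosen only after the result was seen. The paper reports 90 differentially expressed genes, 34 higher and 56 lower in TKO iPSCs, and edgeR's quasi-likelihood test at the paper's thresholds gave 27, 8 higher and 19 lower. Of the alternatives set before the data were examined, edgeR's exact test (88, 32 higher and 56 lower), DESeq2 (85, 35 higher and 50 lower) and the vote of at least 2 of 3 methods (88, 30 higher and 58 lower) came within 1.5-fold of the paper's counts. TMM scaling (29), no filter (35), at least 10 reads in every library (25), limma-voom (30), the series as a covariate (145), the test against a 2.5-fold change (8), the ratio of means (27) and leaving out 1 clone (14 to 48) did not. The paper's rule is the vote of methods.

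For single methods at 2.5-fold, the paper's Venn diagram shows about 42 genes for DESeq in Fig. 5A, read by eye, against 83 from DESeq2 here, which is a later tool, and about 190 for RankProd in Fig. 5A, read by eye, against 122 from the rank product written here. These counts take the fold as the ratio of group means, and with the fitted fold, as in the counts above, DESeq2 gave 85 in place of 83 and edgeR's exact test 88 in place of 86. The rank product was run in this setting alone.

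The paper states that the reprogramming factors were not affected, with genes called at an adjusted p under 0.05 and at least 2.5-fold. Pou5f1 had a log2 fold change of -0.61 (adjusted p = 0.0380), which is under 2.5-fold. It therefore differs from the paper's statement at the adjusted p alone, and not at both thresholds. Its adjusted p stayed under 0.05 without TKO 48 and rose above it without each of the other clones in turn. Sox2 (0.10), Klf4 (0.29), Nanog (0.01) and Glis1 (-0.41) did not pass under any alternative. Lin28a (-0.74) passed with the series as a covariate alone (adjusted p = 0.0498). The paper lists Miwi2 as up-regulated, and Piwil4 had 1.80 with an adjusted p of 0.0693, but it was called by DESeq2, by edgeR's exact test, with the series as a covariate, without a filter and without TKO 48. The paper lists Miwi among the down-regulated genes of Table 2, and Piwil1 had -2.22 with an adjusted p of 0.116, but was called by edgeR's exact test and with the series. Of the 90 records of Table 2, 27 were called by the quasi-likelihood test, 84 with the series as a covariate, and at 2.5-fold 83 by edgeR's exact test, 69 by DESeq2, 71 by the rank product and 85 by the vote of at least 2 of these. The paper ranks Mili highest of the family by qRT-PCR in ESCs, quantified against Piwi plasmids, which the mean counts of 895 and 594 also give. Per kilobase Mili had 182 and Miwi2 225, with a mean difference of -43.1 ± 70.8 (SD, n = 4 clones) that is smaller than its spread. The values per kilobase concern the counts alone and do not test the qRT-PCR ranking. By the paper's methods the Ctrl clones are heterozygous, so their counts can include transcripts of the mutant alleles.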

Other observations

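The test of called genes within 10 Mb of the targeted loci and its windows of 5 and 20 Mb were planned, and the tests with the clone series near the loci, the windows of 0.5 and 1 Mb and the test of noncoding records were chosen only after the result was seen.

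Of 25 SRF and YAP targets, genes of contraction and of the response to serum, 1 was lower and 0 higher in TKO iPSCs over all records in edgeR's test, 13 were lower adjusted over the list alone, and 12 were lower with the clone series in the model (15 lower at an unadjusted p under 0.05, 10 by DESeq2, 10 by the exact test and 1 by limma-voom). Tagln (-1.17, adjusted p = 0.159), Acta2 (-1.25, adjusted p = 0.204), both also in the fibroblast list, Thbs1 (-1.06, adjusted p = 0.125) and Ankrd1 (-1.86, adjusted p = 0.116) did not pass. Of 35 hypoxia and glycolysis genes 1 was higher, Bnip3, and 0 were lower, 20 were higher adjusted over the list alone, and 8 were higher with the series in the model. Ndrg1 (1.75, adjusted p = 0.0675), Gpi1 (0.77, adjusted p = 0.0656), Egln1 (0.77, adjusted p = 0.0656) and Ndufa4l2 (2.42, adjusted p = 0.126) did not pass, and Bnip3, Ndrg1 and Ndufa4l2 are in Table 2.

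Other lists gave 0 calls in edgeR's test without the series. Two-cell-stage genes, which are active in the early embryo and in a small part of ES cell cultures, had a median of 0.71 with 19 of 20 above 0 (0.38 in the thirties and 1.74 in the forties series), an adjusted p of 0.0147 from camera and adjusted p = 0.684 with an estimated correlation, and the camera call was lost without Ctrl 41 (0.0948), Ctrl 43 (0.316), TKO 37 (0.0915) or TKO 48 (0.0975). The 31 germ cell and piRNA pathway genes had a median of 0.03 (camera, adjusted p = 0.751), with 2 higher and 2 lower at an unadjusted p under 0.05 and 1 lower by DESeq2 and by edgeR's exact test. The 19 DNA methylation and silencing genes had -0.11 (adjusted p = 0.473), the 32 imprinted genes -0.06 (adjusted p = 0.751, Impact lower adjusted over the list alone), the 15 p53 target genes -0.08 (adjusted p = 0.751, Bbc3 higher and Pmaip1 lower adjusted over the list alone) and the 14 housekeeping genes 0.13 (adjusted p = 0.0768, 4 higher adjusted over the list alone). At an unadjusted p under 0.05 the two-cell-stage list had 0 genes, silencing 1 higher and 2 lower, imprinted 1 and 2, p53 targets 1 and 1 and housekeeping 4 and 0. DESeq2 called 1 lower imprinted gene and 1 higher and 1 lower p53 target, the exact test 1 lower gene in each of these 2 lists, limma-voom 1 lower imprinted gene, and none of these tools called a two-cell-stage, silencing or housekeeping gene. In edgeR's model with the clone series Tex15 of the germ cell list, Lin28a and Hells of the silencing list, Mest and Impact of the imprinted list and Pmaip1 of the p53 targets were lower (adjusted p from 0.00994 to 0.0498), genes named here after their values were seen except Lin28a, and no gene of these lists was higher. Medians in the thirties and forties series were 0.10 and 0.00 for germ cell, 0.04 and -0.19 for silencing, -0.19 and 0.01 for imprinted, 0.18 and -0.30 for p53 target and 0.18 and 0.11 for housekeeping genes.

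Genes near the targeted loci were looked at because sequence of the strain in which an allele was made can be carried along with it. Within 10 Mb of the Piwi genes 3 of 513 records were called, Phyhip and Npm2 among them, against 33 of 15102 elsewhere, an odds ratio of 2.69 (95% interval 0.525 to 8.61, Fisher's exact test, two-sided p = 0.114), so carried strain sequence and chance cannot be told apart with so few calls. Over 7 combinations of window, model and fold the ratio in Fisher's exact test ran from 1.01 with the series at 10 Mb (p = 0.923) to 5.40 at 5 Mb (p = 0.0583), with 4.1 (p = 0.00178, 8 of 40 records) with the series at 0.5 Mb, a window chosen after these neighbours had been seen. With the series in the model the called neighbours within 0.5 Mb were Phyhip, Ppp3cc (83.0 kb), Nudt18 (149 kb), Npm2 and Dok2 (337 kb) of Mili, Fzd10os (136 kb) and Adgrd1 (341 kb) of Miwi, and Ankrd49 (39.5 kb) of Miwi2. Carried strain sequence, or a local effect of the altered alleles, may underlie these, and neither was tested at the sequence level.

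Noncoding records made up 5 of the 39 calls (12.8%) and 4.32% of all tested records, an odds ratio of 3.27 (95% interval 0.997 to 8.45, Fisher's exact test, two-sided p = 0.0253). In the thirties and forties clones Eif2s3y had 0 to 2.41 and 87.1 to 144 normalized counts and Uty 2.71 to 7.20 and 39.5 to 76.9.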
